A study of Mus musculus with 4 samples.

How the data were processed

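Gene expression was measured by RNA sequencing in natural killer T (NKT) cells, T lymphocytes whose semi-invariant receptor recognises lipids held by the molecule CD1d. Per the labels, the cells were sorted by their high GFP signal from C57BL/6 mice that carried a Vα14 receptor transgene and GFP at the Cxcr6 locus, aged 10 to 12 weeks. They were then stimulated on plates coated with mouse CD1d tetramers loaded with the lipid PBS57, or kept resting. Per the labels' protocols, polyadenylated RNA was enriched and copied to cDNA, and fragments of 200 to 400 nt were amplified with 23 cycles of PCR. The labels give liver as the tissue, while the protocol text speaks of livers or spleens for the sort and of islets for the RNA extraction. The time in culture is not given in the sources used here.

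The deposited table holds whole-number read counts per gene symbol for 4 libraries, 2 resting and 2 tetramer-stimulated. The submitters' processing notes name Bowtie2, DESeq2 and the mouse build mm9, with no versions. How the authors counted reads, whether strand was used and how reads shared between copies of a gene were treated are not given in the sources used here. Column names show the group and a number, 4 or 5, which is not the replicate number of the sample titles, so columns were matched to groups and the libraries are called by these column numbers. No column of another series' samples was found. The table lists 12021 genes and has no count below 1 in any library, so genes at 0 in any library are not analysed here. The row of Tmem138 was left out because 1 of its cells is not a number, which left 12020 genes. Another 18 symbols had been turned into calendar dates and were tested but not named. Totals were 4168438 and 4433048 counts in resting libraries 4 and 5, and 5495521 and 5398551 in tetramer libraries 4 and 5. No coordinates are given, since the table holds none and the reference used here is of another build than mm9.

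Counts were tested with edgeR 4.0.16 in R 4.3.3, by the quasi-likelihood F test after the default expression filter, which kept 11312 genes, and TMM scaling, with Benjamini-Hochberg adjustment and a threshold of 0.05 on the adjusted p. TMM factors were 1.16 and 1.06 for resting libraries 4 and 5, and 0.890 and 0.917 for tetramer libraries 4 and 5. Common biological variation was 0.322 as a coefficient. CPM values are counts scaled to the TMM-adjusted library size, with the mean and SD of the 2 libraries of a group. A log2 fold change is tetramer over resting, with its standard error taken from the F statistic. Nothing in the labels says that the 2 libraries of a group came from separate mice, so p-values measure the spread between these libraries, which may be technical. For genes with 3 counts or fewer in both libraries of a group, the ratio of scaled counts is given with an exact (Clopper-Pearson) 95% interval. PCR reads without molecular identifiers are not independent molecules, so such intervals cover counting error only. They also take no account of the floor of 1 count per library, at which Il13 and Angptl2 lay in both resting libraries.

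Before the data were examined, 21 functional gene lists and 12 lists of other cell types or RNA quality were fixed. Lists were tested as sets with camera from limma 3.58.1 on log2 CPM with a prior count of 2 and a preset correlation of 0.01, adjusted within each of the 2 families. Camera with an estimated correlation and fry, which asks whether a list's genes move on balance one way, served as alternatives. No list was called with an estimated correlation, in a design that leaves 2 residual degrees of freedom. The list of mitochondrially encoded genes had no member in the table. The rule for named genes, fixed at the same time, took Ifng, Il4, Hk1, Hk2, Prkcq, Akt1, Akt2, Mtor and Rictor. It took the 8 largest changes in each direction among genes past the threshold with a mean of at least 10 CPM and both tetramer libraries on the same side of both resting libraries, leaving out unnamed gene models and receptor segments. It took up to 3 called members with the largest change per functional list, or the member with the smallest p where none was called, and the 2 most abundant members of each other list. Other genes named below were chosen after their values were seen, and the results of some single genes are not reported here.

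The fit was tested on simulated counts drawn for 11099 genes from the means and sizes of these libraries, with 200 genes changed in the tetramer libraries. It recovered 0 of 50 genes changed 1.5-fold, 2 of 50 changed 2-fold, 28 of 50 changed 4-fold and 46 of 50 changed 8-fold, with 4 false calls among 80 calls. In a simulated set of 21 lists of 30 genes, the preset camera test called the 1 list that was doubled and 0 of the others. The estimated correlation and fry each called 0 lists. Counts drawn from means and sizes alone carry no correlation between genes. In the data, estimated correlations of the functional lists ranged from -0.0818 (cytotoxic effectors) to 0.680 (cytosolic ribosomal proteins). False calls of the preset test under such correlation were therefore not tested. Alternatives were other scalings (RLE, upper quartile, library totals, totals without the 20 most abundant genes), no filter, a filter of 50 counts in 2 libraries, the DESeq2 1.42.0 Wald test, limma-voom, a robust fit, a test against a fold of 1.5, a block on the column number, and leaving out each library. Figures were drawn with matplotlib 3.10.9.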

Results

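The data are read counts for 11312 tested genes in 2 libraries of resting liver NKT cells and 2 libraries of NKT cells stimulated through their receptor with CD1d-PBS57 tetramers. Each library held between 4168438 and 5495521 counts. The comparison asks which transcripts differ between NKT cells before and after stimulation, in a study whose title concerns hexokinase 2, interferon gamma and signalling through mTORC2, Akt and PKCθ. Pearson's r of log2 CPM across genes, which are not independent replicates, was 0.926 between the resting libraries and 0.956 between the tetramer libraries. With resting libraries 4 and 5 it was 0.790 and 0.787 for tetramer library 4, and 0.836 and 0.838 for tetramer library 5. Tetramer library 4 thus lay farther from both resting libraries. Whether this accounts for the calls lost without it was not tested. Within each group the counts of the 2 libraries differed by more than sampling noise, with a chi-square of 30.9 times its degrees of freedom in the resting pair and 28.0 times in the tetramer pair, so each was counted as a separate library.

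Among the genes that changed, Ifng, Gzmb, Ccl4 and Ccl3 were higher after stimulation, and Cxcr4 and Pik3ip1 were lower. The transcript of interferon gamma, Ifng, rose from 17.9 ± 4.56 to 1125 ± 513 CPM (SD, n = 2 each), a fold of 62.7. Granzyme B (Gzmb) rose from 0.848 ± 0.614 to 99.6 ± 75.3 CPM. The chemokine Ccl4 rose from 4.46 ± 3.97 to 499 ± 326 CPM and Ccl3 from 6.48 ± 5.35 to 570 ± 460 CPM. When single libraries were left out, their log2 fold changes ranged from 5.75 to 7.85 (Gzmb), 5.92 to 8.24 (Ccl4) and 5.26 to 7.74 (Ccl3). The homing receptor Cxcr4 fell from 129 ± 14.3 to 6.80 ± 3.25 CPM, and Pik3ip1, an inhibitor of PI3 kinase, fell from 77.2 ± 3.37 to 2.53 ± 2.14 CPM. With single libraries left out, their log2 fold changes ranged from -4.83 to -3.81 (Cxcr4) and -6.19 to -4.23 (Pik3ip1). In all, 1620 genes were higher and 1366 lower by edgeR's quasi-likelihood test at an adjusted p below 0.05. With library totals in place of scaling factors the median gene moved from -0.06 to -0.35 on the log2 scale and the calls split into 1193 higher and 2250 lower, so directions are relative to the TMM scaling. Without tetramer library 4 the counts were 622 higher and 313 lower, and without tetramer library 5 they were 1157 and 673, the remaining tetramer library being assumed to vary as the resting pair did.

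**Figure D1:**
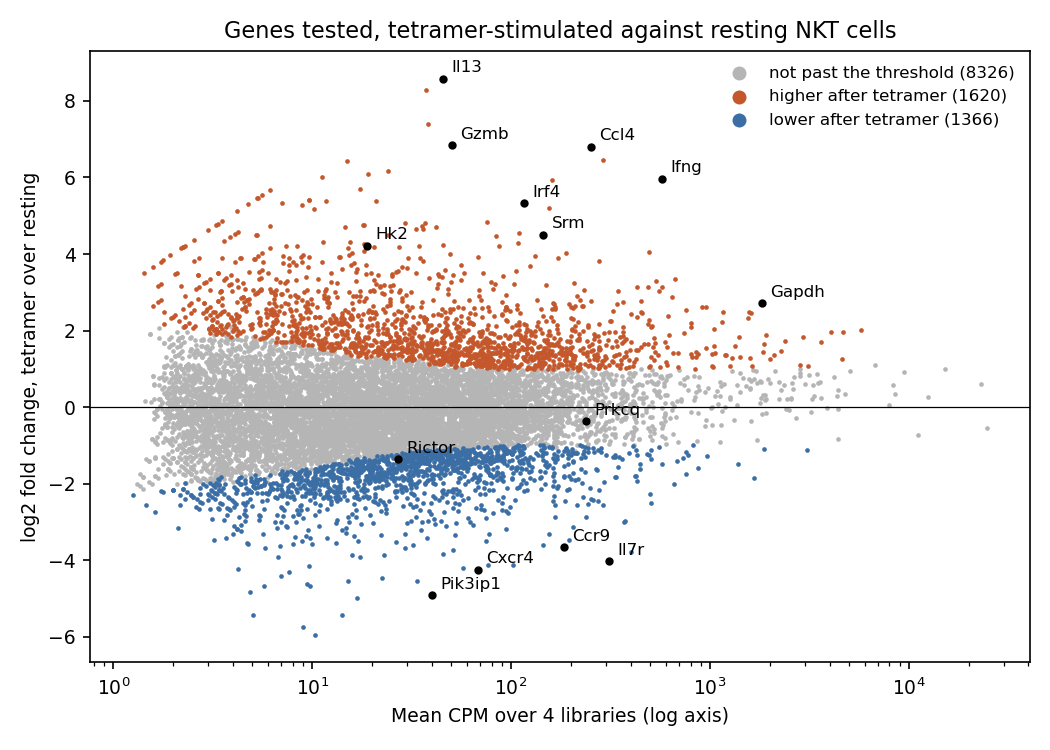
Log2 fold change (tetramer over resting) of each tested gene against its mean CPM over 4 libraries on a log axis. Orange points are the 1620 genes called higher, blue the 1366 called lower, and grey those past no threshold, and named genes are in black.

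The largest rises among named genes also included transcripts that were nearly undetected at rest. Il13, a type 2 cytokine, had 2 counts in the resting libraries together and 889 in the tetramer libraries, a scaled ratio of 430 (95% interval 119 to 3555). For Angptl2, a secreted angiopoietin-like protein, the ratio was 352 (97.1 to 2912), and for the chemokine Ccl1 it was 180 (69.9 to 661). With single libraries left out, log2 fold changes ranged from 8.06 to 8.98 (Il13), 7.48 to 8.83 (Angptl2) and 6.61 to 8.37 (Ccl1). Slc17a6, a vesicular glutamate transporter, had a ratio of 93.5 (31.7 to 456), and Hbegf, an EGF receptor ligand, 75.4 (34.4 to 207). Among the largest falls, Kcnip2, a potassium channel-interacting protein, changed by -5.44 ± 0.70 (SE) on the log2 scale, the sialyltransferase St8sia6 by -4.97 ± 0.69, Cpne7 by -4.54 ± 0.63, the transcription factor Pou6f1 by -4.54 ± 0.55 and the surface protein Cd7 by -4.46 ± 0.58. Lppr1 had 3 counts in the tetramer libraries and 191 at rest (32 and 159 in resting libraries 4 and 5), a ratio of 0.0152 (0.0031 to 0.0451). Its log2 fold change of -5.94 ranged from -6.67 to -4.31 when single libraries were left out. Those of St8sia6 and Pou6f1 ranged from -5.54 to -3.93 and from -5.67 to -3.89.

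Of 20 cytokine and chemokine genes tested, 13 rose and 2 fell (14 and 2 adjusted over the list alone), and the list was called upward (camera adjusted p = 1.05e-07, and adjusted p = 0.243 with an estimated correlation). The members that fell were Ccl5 and Ltb, named after their values were seen, and neither was called without resting library 5 (1 member of the list fell without tetramer library 4 or 5). Il4, the other cytokine named beforehand, was low, at 1.36 ± 1.01 CPM at rest and 7.15 ± 6.10 CPM after stimulation (log2 fold change 2.37 ± 0.78, edgeR adjusted p = 0.0251). Its call was lost without resting library 5 (adjusted p = 0.0764) or tetramer library 4 (adjusted p = 0.670), by DESeq2 (adjusted p = 0.0501), by limma-voom (0.0558) and against a fold of 1.5 (0.0501). In the list, 8 cytokine genes rose without tetramer library 4. Among 12 cytotoxic effector genes 7 rose and 1 fell, with the same counts adjusted over the list alone (camera adjusted p = 0.00518, and adjusted p = 0.243 with an estimated correlation). Gzma rose by 4.54 ± 0.50 and Gzmc by 4.21 ± 0.78 on the log2 scale, although granzymes C to G are close copies whose reads the counting could have split. With single libraries left out, these rises ranged from 3.70 to 5.19 (Gzma) and 3.49 to 5.89 (Gzmc). The member that fell was Fasl, the ligand of the death receptor Fas, named after its values were seen.

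Genes of the early T cell receptor response rose in 21 of 28 cases and fell in 0, where 22 rose adjusted over the list alone (camera adjusted p = 8.40e-11, and adjusted p = 0.243 with an estimated correlation). Egr3 rose from 0.628 to 34.1 CPM and Irf4 from 5.64 to 227 CPM, both transcription factors induced by receptor signals. Among 23 inhibitory receptors and feedback regulators 10 rose and 2 fell, also adjusted over the list alone (camera adjusted p = 0.0121, and adjusted p = 0.243 with an estimated correlation). Rgs16, a brake on G protein signalling, rose from 5.19 ± 3.24 to 316 ± 29.5 CPM and the inhibitory receptor Pdcd1 from 7.76 ± 1.91 to 82.4 ± 19.5 CPM, and 6 members rose without tetramer library 4 (where 0 fell) or without tetramer library 5. Proximal receptor signalling components did not move as a set, with 3 higher and 6 lower of 32, also adjusted over the list alone (camera adjusted p = 0.857). The phosphatase Ptpn6 rose by 2.39 ± 0.38 on the log2 scale, while the adaptor Grap2 changed by -2.12 ± 0.42 and the Ras activator Rasgrp1 by -1.97 ± 0.38. The counts were 1 higher and 2 lower without tetramer library 4, 1 and 3 without resting library 4, and 3 and 3 without tetramer library 5.

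Hk2, the hexokinase of the study's title, rose from 1.90 ± 0.637 to 35.9 ± 20.7 CPM, a log2 fold change of 4.22 ± 0.62 (edgeR adjusted p = 1.76e-05). Hk1, the more abundant hexokinase at rest, went from 57.6 ± 2.01 to 132 ± 51.1 CPM (adjusted p = 0.0229). Its call was lost without resting library 5 (adjusted p = 0.0562) or tetramer library 4 (adjusted p = 0.431), with library totals (0.0850) and against a fold of 1.5 (0.0863). Of 25 genes of glycolysis and glucose uptake 14 rose and 4 fell, also adjusted over the list alone (camera adjusted p = 0.00645, but adjusted p = 0.259 with an estimated correlation and 0.0914 by fry). Gapdh rose from 484 ± 218 to 3176 ± 1092 CPM, with the caution that it has many processed pseudogenes. The members that fell were Pfkm, Pfkfb2 and Pfkfb4, named after their values were seen, and Pdk1, a kinase that inhibits pyruvate dehydrogenase. Pdk1 was taken by the rule for named genes from the hypoxia list. In the absence of tetramer library 4, 8 members rose and 1 fell.

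**Figure D2:**
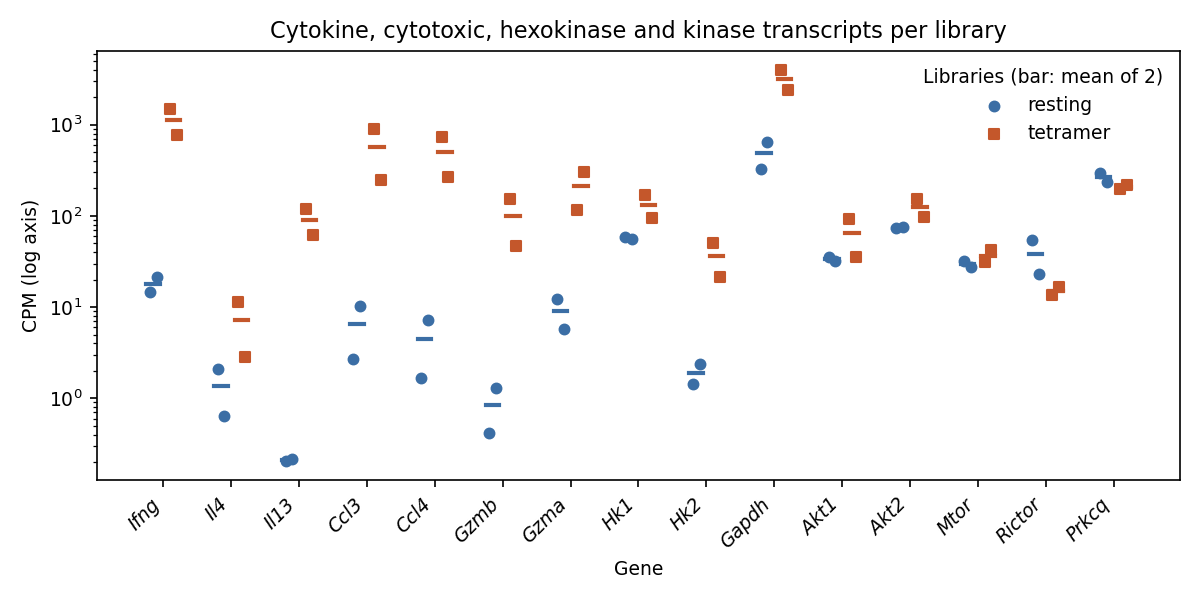
CPM of each library on a log axis for transcripts of cytokines, granzymes, hexokinases, Gapdh and kinases, with points for the 2 resting (blue) and 2 tetramer (orange) libraries and bars for their means. Hk2 lies at a mean of 1.90 CPM at rest and 35.9 CPM after stimulation, while Mtor and Prkcq differ by less than the test could call.

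Apart from Hk2, transcripts of the kinases named in the title did not pass the threshold, while that of Rictor did. Prkcq, which encodes PKCθ, was at 267 ± 42.9 CPM at rest and 208 ± 17.3 CPM after stimulation (adjusted p = 0.490), and Mtor at 29.8 ± 3.51 and 36.6 ± 7.76 CPM (adjusted p = 0.644). Akt1 and Akt2 had log2 fold changes of 0.93 ± 0.44 and 0.77 ± 0.37, neither past the threshold (adjusted p = 0.117 and 0.130). The value of Akt1 rested on single libraries: it was called without tetramer library 5 (1.48, adjusted p = 0.0419) and was 0.09 without tetramer library 4 (adjusted p = 0.951). Rictor, the defining subunit of mTORC2, fell from 38.7 ± 21.8 to 15.1 ± 2.03 CPM (adjusted p = 0.0384). This call was lost without resting library 4 (adjusted p = 0.424), tetramer library 4 (0.277) or tetramer library 5 (0.117), by limma-voom (0.0666) and against a fold of 1.5 (0.0968). Among 34 components of the mTOR, PI3 kinase and Akt pathway 0 rose and 8 fell, also adjusted over the list alone. The list was not called (camera adjusted p = 0.0915, and adjusted p = 0.381 with an estimated correlation). Besides Pik3ip1, the catalytic subunit Pik3cg fell by 2.32 on the log2 scale and the stress-induced mTORC1 inhibitor Sesn1 by 2.28. The fall was called for 3 members without tetramer library 4, and without resting library 4 or tetramer library 5, 5 members fell, while 1 rose without resting library 5 or tetramer library 5. The list was called downward without resting library 5 (adjusted p = 0.0336), with the stricter filter (adjusted p = 0.0446) and by fry (adjusted p = 0.0452).

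Nuclear-encoded subunits of the respiratory chain and ATP synthase rose in 38 of 72 cases and fell in 1, Cox7a2l, with 39 higher and 1 lower adjusted over the list alone (camera adjusted p = 8.02e-09, but adjusted p = 0.405 with an estimated correlation and 0.0914 by fry). Cycs, cytochrome c, rose from 109 ± 5.96 to 520 ± 196 CPM. Only 12 members rose without tetramer library 4, and 24 without resting library 4, and 1 member fell without resting library 4 and 0 without any other single library. Of 26 TCA cycle genes 5 rose and 0 fell, also adjusted over the list alone. The list was not called (camera adjusted p = 0.0574, and adjusted p = 0.515 with an estimated correlation and 0.134 by fry). Sdhb, a subunit of succinate dehydrogenase, went from 102 ± 31.1 to 269 ± 43.9 CPM, a call lost without resting library 4 (adjusted p = 0.0714) or tetramer library 4 (adjusted p = 0.105). TCA cycle genes that rose numbered 0 without tetramer library 4, 1 without resting library 4 and 3 without tetramer library 5 (1 with library totals and no factors), yet the list was called upward without tetramer library 5 (adjusted p = 0.0295) and with the stricter filter (adjusted p = 0.0423).

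Ribosome biogenesis and Myc-responsive genes formed the list with the smallest camera p. Of its 37 members 35 rose and 0 fell, with 36 higher adjusted over the list alone (camera adjusted p = 3.62e-18, and adjusted p = 0.243 with an estimated correlation). Srm, spermidine synthase, rose from 12.2 ± 0.863 to 279 ± 122 CPM, the ribosome assembly factor Rrp12 from 3.48 ± 1.12 to 65.4 ± 4.70 CPM, and Tfrc, the transferrin receptor, from 21.8 ± 8.45 to 357 ± 71.7 CPM. Of 52 cytosolic ribosomal proteins 8 rose and 0 fell, with 7 higher adjusted over the list alone (camera adjusted p = 0.00130, and adjusted p = 0.710 with an estimated correlation and 0.262 by fry). Rps2 and Rpl35 rose by 1.73 ± 0.41 and 1.72 ± 0.42 on the log2 scale, although ribosomal protein genes have many pseudogenes that share reads, and the call of Rps2 was lost without tetramer library 4 (adjusted p = 0.0759). The list was not called without resting library 4 (adjusted p = 0.227, 3 members higher), and 1 member rose without tetramer library 4.

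Genes of amino acid uptake, serine and one-carbon metabolism and the ATF4 response rose in 12 of 27 cases, and 1 fell, Trib3, with 13 higher and 1 lower adjusted over the list alone (camera adjusted p = 0.00130, and adjusted p = 0.243 with an estimated correlation). Shmt1, a serine hydroxymethyltransferase, rose from 2.74 ± 0.0599 to 69.7 ± 24.4 CPM, and Psat1, an enzyme of serine synthesis, from 8.79 ± 4.57 to 164 ± 44.9 CPM. Falls numbered 3 with library totals, 2 without resting library 4 and 0 without any other single library. Of 28 genes of cholesterol synthesis and SREBP targets 10 rose and 0 fell, with 12 higher adjusted over the list alone (camera adjusted p = 2.45e-05, and adjusted p = 0.243 with an estimated correlation). Sqle, squalene epoxidase, rose from 7.41 ± 4.33 to 79.4 ± 28.1 CPM and the fatty acid synthase Fasn from 42.8 ± 5.16 to 281 ± 61.8 CPM. Cell cycle genes rose in 22 of 31 cases and fell in 2, with 25 and 3 adjusted over the list alone (camera adjusted p = 1.05e-07, and adjusted p = 0.381 with an estimated correlation and 0.123 by fry). The proliferation marker Mki67 rose from 1.98 ± 1.59 to 56.9 ± 23.5 CPM, and Rrm2, a subunit of ribonucleotide reductase, from 1.47 ± 0.0323 to 29.6 ± 21.2 CPM. The 2 that fell, named after their values were seen, were the cyclin-dependent kinase inhibitor Cdkn1b and Tyms, thymidylate synthase. The count of cell cycle genes that rose was 9 without tetramer library 4.

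Quiescence and lymphocyte trafficking genes moved the other way, with 14 of 28 lower and 1 higher, and 16 lower and 1 higher adjusted over the list alone (camera adjusted p = 9.86e-06, and adjusted p = 0.243 with an estimated correlation). Il7r, the interleukin 7 receptor, fell from 586 ± 208 to 36.1 ± 20.7 CPM, and Txnip, a thioredoxin inhibitor that curbs glucose uptake, from 43.2 ± 11.8 to 2.95 ± 0.12 CPM. A fall was called for 9 members without tetramer library 4. Genes of the NKT lineage and NK receptors went both ways, with 6 higher and 5 lower of 27, and 7 and 5 adjusted over the list alone (camera adjusted p = 0.792). Klrb1c, which encodes NK1.1, fell from 144 ± 42.1 to 8.21 ± 7.56 CPM, while Il12rb1, a receptor subunit for interleukin 12, rose from 19.9 ± 9.09 to 186 ± 20.1 CPM. The log2 fold change of Klrb1c, -4.13, ranged from -5.63 to -3.39 when single libraries were left out. Klra3 rose by 3.38 ± 0.74 on the log2 scale, in a family of near-identical receptors that reads may not tell apart. Leaving out tetramer library 4 left 4 members higher and 3 lower.

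**Figure D3:**
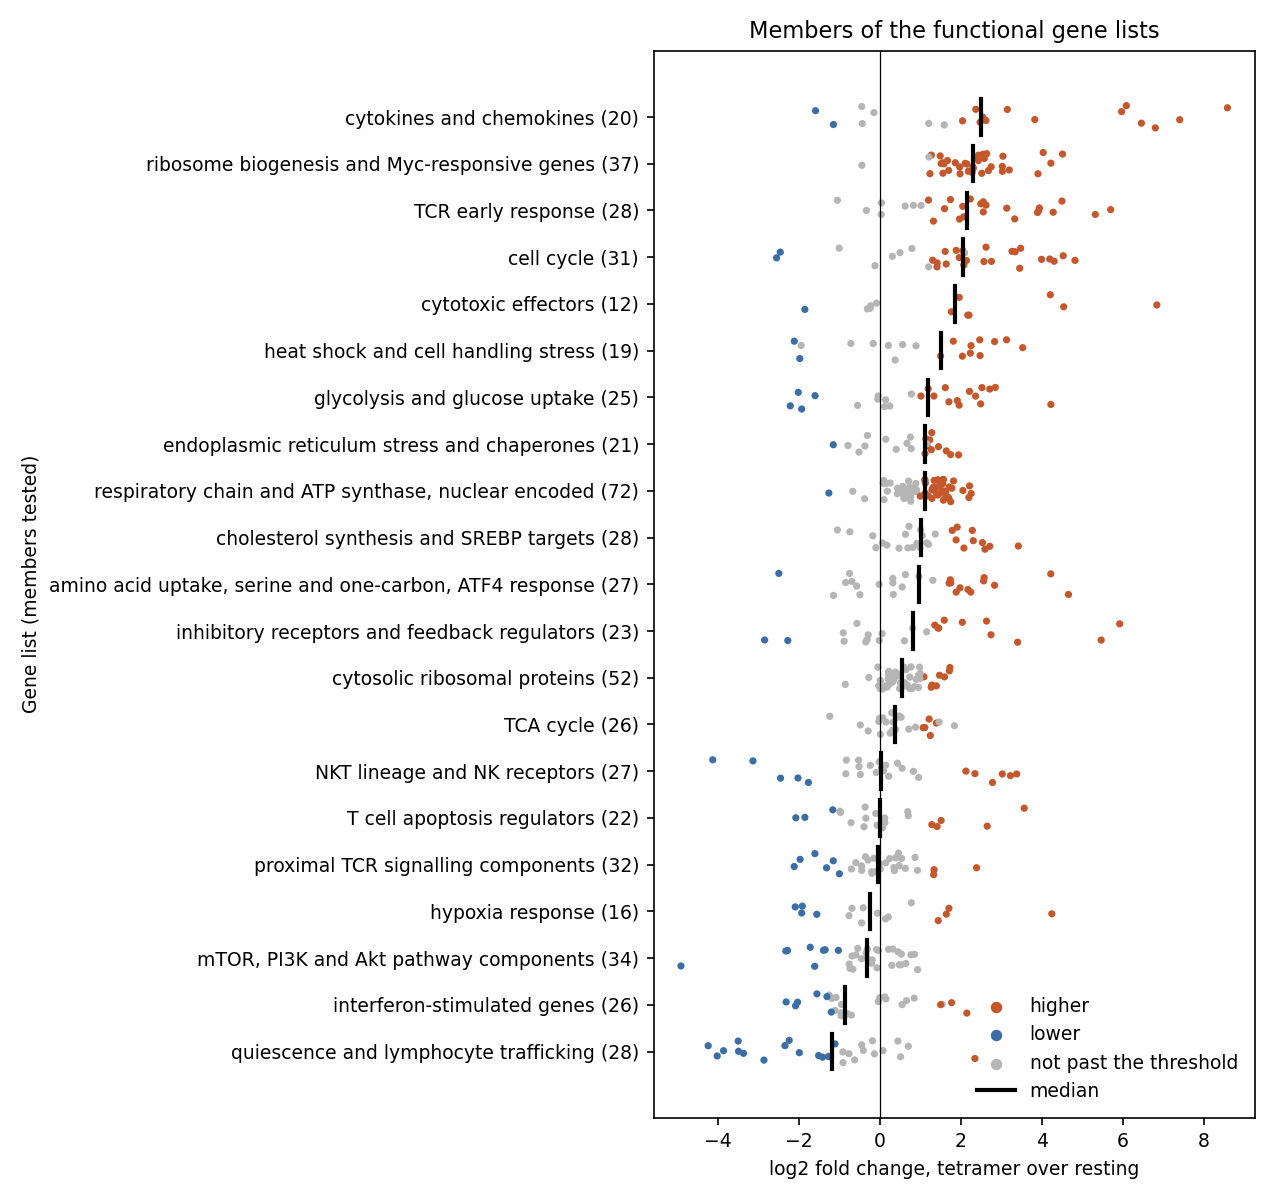
Log2 fold change (tetramer over resting) of every tested member of the 21 functional lists, with the number tested in parentheses and a black bar at the median. Orange and blue points passed the threshold upward and downward, as did 35 of 37 ribosome biogenesis genes (upward) and 14 of 28 quiescence genes (downward).

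In the lists of other cell types all 5 erythroid and platelet genes fell, also adjusted over the list alone (camera adjusted p = 0.00472 in this second family, but adjusted p = 0.610 with an estimated correlation and 0.178 by fry). The haemoglobin genes Hba-a1 and Hba-a2, near-identical copies, changed by -2.20 ± 0.51 and -2.13 ± 0.51 on the log2 scale. They were highest in resting library 5. The 2 calls were lost without that library (adjusted p = 0.107 and 0.148) and without tetramer library 4 (adjusted p = 0.0619 and 0.0755). The erythroid list had 2 falls without resting library 5 or without tetramer library 4. No other list of this family was called, by camera adjusted p from 0.0899 to 0.933. Of the genes listed, the deposited counts held 6 of 13 for neutrophils, 5 of 16 for macrophages and 6 of 26 for hepatocytes. They held 4 of 16 for endothelial cells and 9 of 15 for islets. The neutrophil gene Cxcr2 changed by -0.007 ± 0.37 on the log2 scale. Fry called the macrophage list (adjusted p = 0.0107) and the neutrophil list (adjusted p = 0.0125) downward. With an estimated correlation neither was called (adjusted p = 0.610 for each). Camera called the neutrophil list downward without resting library 5 (adjusted p = 0.0176), tetramer library 4 (0.0459) or tetramer library 5 (0.0476). Of 5 neutrophil genes 3 fell (1 without tetramer library 4), among them Csf3r at 102 and 218 CPM at rest and 38.7 and 47.7 CPM after stimulation. Falls were called for 2 of 4 macrophage genes (Cd163, not called against a fold of 1.5, adjusted p = 0.0771, and Csf1r), 3 of 6 hepatocyte genes (with Serpina1a), 1 of 3 endothelial genes (Pecam1, not called without resting library 4, adjusted p = 0.0982) and 1 of 8 NK cell genes (2 with library totals or without resting library 4). Each of these 4 lists had 0 falls without tetramer library 4, the macrophage list also without tetramer library 5 (and 1 without resting library 4), and the hepatocyte list had 1 without resting library 5 or tetramer library 5. The B cell list had 1 gene higher and 2 lower of 9, with H2-Aa at -1.93 ± 0.44. The counts were 0 and 1 without tetramer library 4 or without tetramer library 5, and 1 and 1 without resting library 5. The CD8 T cell list had Crtam higher and Cd8b1 lower of 3, the latter not without resting library 5 (adjusted p = 0.0694) or tetramer library 4 (adjusted p = 0.122). In the dendritic cell list 3 of 7 rose and 1 fell, Ccr9, at -3.64 ± 0.48, with 1 and 1 without tetramer library 4 and 1 and 2 without tetramer library 5. Among 12 noncoding and nuclear RNAs 5 rose and 3 fell (2 and 0 without tetramer library 4, 4 and 0 without resting library 5, 5 and 0 without tetramer library 5), with Malat1 at -1.08 ± 0.39 (adjusted p = 0.0407). The call of Malat1 was lost without any single library (adjusted p from 0.0666 to 0.435), with a block on the column number (0.0987) and against a fold of 1.5 (0.134). The ribosomal RNA precursor Rn45s took 1.21% and 1.82% of counts at rest and 0.843% and 0.665% after stimulation. It was called lower with library totals (adjusted p = 0.0304). Pancreatic islet transcripts were present in every library, with Ins2 at 151 and 556 CPM in resting libraries 4 and 5 and 132 and 258 CPM in tetramer libraries 4 and 5. Of the 9 islet genes 0 were called by edgeR, also adjusted over the list alone, with 4 at an unadjusted p below 0.05, and DESeq2 and limma-voom called 0 and had 0 at that level. In edgeR 6 were called lower without resting library 4, where camera also called the list (adjusted p = 0.00352), and 4 with library totals and no factors.

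**Figure D4:**
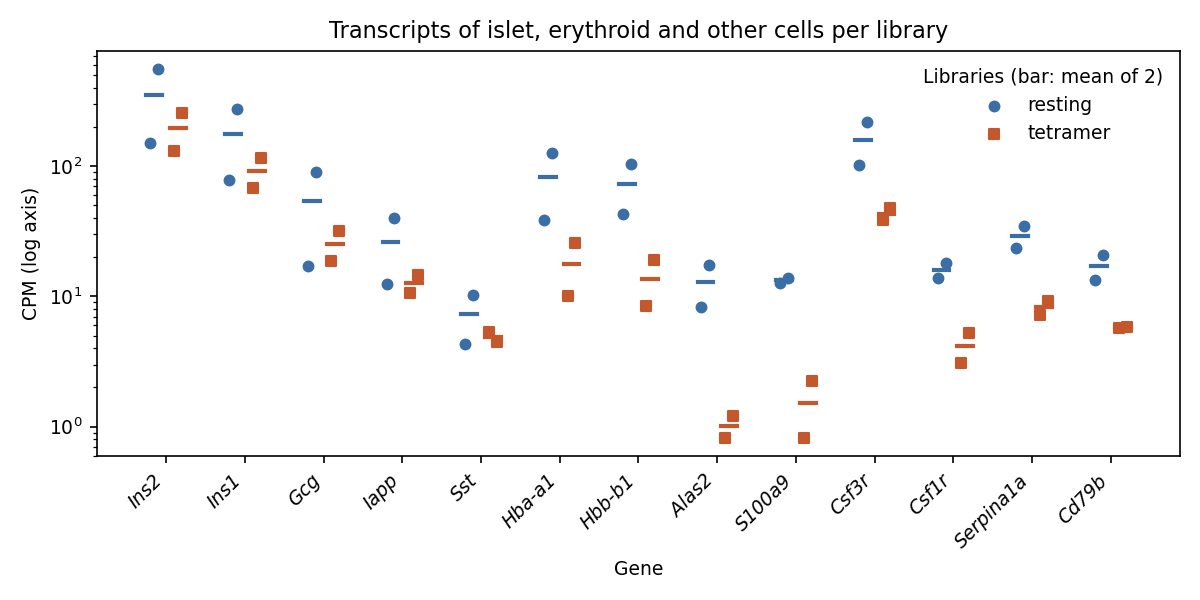
CPM of each library on a log axis for transcripts of islet, erythroid, myeloid, liver and B cells, with points for the 2 resting (blue) and 2 tetramer (orange) libraries and bars for their means. Ins2 reaches 556 CPM in resting library 5 and lies between 132 and 258 CPM in the other 3 libraries.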

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

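The block on the column number was chosen after seeing the data. The 1620 higher and 1366 lower genes kept within 1.5 times these counts under RLE and upper quartile scaling, library sizes without the 20 most abundant genes, no filter, the stricter filter, DESeq2, limma-voom and the robust fit. DESeq2 and limma-voom called 2763 and 2771 of the same 2986 genes in the same direction, and no setting called any of them in the opposite direction. With library totals and no factors 2250 genes were lower, and the share of calls that were higher went from 54.3% to 34.7%, since the median gene shifted to -0.35. Against a fold of 1.5, 1895 genes were called, 785 of them lower. Leaving out each library in turn gave 622 to 1629 higher, 313 to 1488 lower and 935 to 3030 in all, with the lowest counts when 1 tetramer library was left, and the cause was not tested. Of the 88 named genes called, 22 lost their call without tetramer library 4, 7 or 8 without any other single library, and none changed direction.

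The 14 called lists became 0 with an estimated correlation (2 of 21 lists at an unadjusted p below 0.05), 11 with fry, 14 with RLE scaling, 16 with the stricter filter and 13 to 16 when 1 library was left out. The mean correlation within groups, 0.941, moved by less than the spread between the groups. A replicate block could be set only on the column number, which no label ties to a mouse or day. Deviations of same-numbered libraries had a correlation of 0.0486, which cannot show whether they share a mouse or day. Summed CPM was higher in library 5 of both groups for the islet, erythroid, neutrophil, B cell and NK cell lists. It was not for the hepatocyte, macrophage, endothelial, dendritic cell and CD8 T cell lists. The block on the column number gave 1693 higher and 1468 lower genes and 14 lists. Alternatives planned for values other than counts did not apply. At median counts of 86 to 90, a biological variation of 0.322 and 2 libraries per group, the simulation recovered 2 of 50 genes changed 2-fold. How far depth limits this was not tested. Only 200 of 11099 genes were changed there, with 80 calls, against 2986 calls in the data. The adjustment is stricter with fewer calls, so recovery of 2-fold changes in the data was not measured.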

Other observations

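Genes of endoplasmic reticulum stress and chaperones rose in 10 of 21 cases and 1 gene fell, the ubiquitin ligase Syvn1, with 11 and 1 adjusted over the list alone (camera adjusted p = 0.00735, and adjusted p = 0.243 with an estimated correlation). Hspa5 rose by 1.94 ± 0.38 and Pdia6 by 1.75 ± 0.38 on the log2 scale, and 4 members rose with library totals, without tetramer library 4 or without tetramer library 5, and 6 without resting library 4. The fall was not called without resting library 4, without tetramer library 5, with RLE scaling or with library sizes without the 20 most abundant genes. Of 19 heat shock and handling genes 10 rose and 2 fell, Hmox1 and Hspa1a, with 11 and 3 adjusted over the list alone (camera adjusted p = 0.00130, and adjusted p = 0.273 with an estimated correlation). Hspd1, a mitochondrial chaperone, rose by 3.13 ± 0.40, while the inducible Hspa1a changed by -1.98. Neither fall was called without resting library 5 or without tetramer library 4, and 1 gene fell without tetramer library 5.

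Lists of hypoxia and apoptosis genes went both ways. Of 16 hypoxia genes 4 rose and 4 fell, also adjusted over the list alone (camera adjusted p = 0.959). Egln3, an oxygen-sensing hydroxylase, rose by 4.25 ± 0.48 and the mitophagy receptor Bnip3l changed by -2.09 ± 0.40. The list's median was -0.24 and its mean 0.02, and 2 rose and 2 fell without tetramer library 4. Of 22 apoptosis regulators 5 rose and 3 fell, also adjusted over the list alone (camera adjusted p = 0.792), with the survival gene Bcl2l1 up by 3.56 ± 0.44 on the log2 scale. The counts were 3 and 1 without tetramer library 4, 2 and 1 without tetramer library 5, and 5 and 1 without resting library 5.

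Of the tests on the patterns that follow, those of the long neuronal genes and of the separate interferon lists were set before their values were seen. The islet ratio, the chemosensory receptors, the comparison of erythroid with islet genes, the interval of the gamma list and the repeats without each library were chosen after the result was seen.

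Islet transcripts were found in libraries of sorted liver NKT cells. Ins2 ranged 4.21-fold over the libraries, while Ins1, Gcg and Iapp, the other hormones with at least 50 counts in each library, ranged by at most 1.45-fold relative to Ins2. Of these only Gcg is no beta cell product. The sparser hormones Sst (1.72% to 4.03% of Ins2, lowest count 21) and Ppy (0.470% to 1.23%, lowest count 5) ranged more, 2.34-fold and 2.62-fold. So did other genes of the list, Pcsk2 (2.18-fold) and the elastase Cela1 (4.21-fold, at 30 to 45 counts). A candidate explanation is islet RNA, or reads of islet libraries, shared in 1 composition by all libraries, which Cela1 did not follow and the hormones leave open. Among 9 separately listed islet and exocrine genes, 7 were highest in resting library 5, as were 26.6% of all genes, but 11 of 14 chemosensory receptor genes were too, so that share is not specific to islets and does not bear on expression by the NKT cells, for which it had also been tried and which stays open.

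In the tetramer libraries 5 of 5 erythroid and 7 of 14 chemosensory receptor genes were called lower, and 2 and 3 without resting library 5, 2 and 1 without tetramer library 4, and 5 and 3 without tetramer library 5. Dilution of 1 fixed background by more NKT cell RNA would lower all foreign transcripts alike. The erythroid median was below the islet median by a log2 difference of -1.25 (95% bootstrap interval over genes -2.68 to -0.88). Hba-a1 was 25.4% and 22.6% of Ins2 at rest and 7.60% and 9.95% after stimulation. This comparison was chosen after the erythroid list had been called and the islet list had not. Its interval also treats the 5 erythroid genes as independent, although their estimated correlation was 0.965. Even so, the difference between the medians was -1.64 to -1.09 when single libraries were left out. With the Hba-a1 ratios, it argues against dilution of 1 fixed background that held both erythroid and islet transcripts. Dilution of other foreign transcripts stays open. Blood or liver cells in the resting sorts would leave chemosensory receptors in place. The median of these receptors, -1.57, lay at percentile 0 of 10000 random lists of like expression. It was -0.84 (percentile 2.58) without resting library 5 and -1.90 to -1.61 without each other library. But these receptors are part of what prompted this test, which therefore decides nothing. Background reads tied to no cell type may be a larger share at rest: the median of 15 long neuronal genes (3 called lower, but 0 without resting library 5 or tetramer library 4 and 1 without tetramer library 5), -0.98, lay at percentile 0.93, but at 6.70 without resting library 5 and 6.80 without tetramer library 4. Blood cells and background reads therefore cannot be told apart here, nor can dilution for transcripts other than the erythroid and islet ones. The neuronal outcome rests on single libraries, and the other tests used patterns that had prompted them. An effect of stimulation also stays open, as untested.

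Of 26 interferon-stimulated genes 3 rose (Iigp1, Gbp2 and Gbp5) and 6 fell, with 4 and 7 adjusted over the list alone, and the list was not called (camera adjusted p = 0.118, but 0.0118 downward without tetramer library 5). The count of falls was 0 without tetramer library 4 and 3 without resting library 4 or tetramer library 5. Because the risers respond strongly to interferon gamma, the split suggested a weaker type I and a stronger gamma response, which was put to genes outside the list. A list of 29 type I-responsive genes was lower (12 lower and 1 higher, 2 and 1 without tetramer library 4, median -1.04, camera adjusted p = 6.20e-05, but adjusted p = 0.338 with an estimated correlation and 0.0671 by fry), in line with the first part as a hypothesis, and leaving out each library gave adjusted p from 7.59e-06 to 0.00135. A list of 22 gamma-responsive genes was not called (4 higher and 5 lower, with 1 to 3 higher and 0 to 5 lower when single libraries were left out, of which 1 and 0 without tetramer library 4, camera adjusted p = 0.108), and its median of -0.50 (95% bootstrap interval over genes -1.10 to -0.03, with medians of -0.68 to -0.32 when single libraries were left out) argues against a rise of the list as a whole, though not of the members that rose.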
